A study of Homo sapiens with 7 samples.

How the data were processed

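The series held 7 samples of SNU398, an established human hepatocellular carcinoma cell line. RNA sequencing covered 4 of them, 1 library for each peptide (PEN, PEN-MUT, PEN-WT and PEN-FFW), from cells given 30 µM of the peptide for 8 hours, per the labels' protocols. The other 3 samples (chromatin immunoprecipitation of SALL4, the same for acetylated histone H3, and their input) are not analysed here.

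The values analysed were a table of log2 expression values deposited by the authors, with 23710 genes and 1 column per library. Each column was matched to its sample by the name that the sample's own description gives, and no other per-sample column was present. Paired-end reads were mapped to hg19 with STAR 2.4.0i and featureCounts 1.5.0-p1 was used, per the labels and the submitters' processing notes. The gene annotation, the strand setting and the method behind the normalization are not given in the sources used here. Because the strand setting is unknown, reads of a gene and of its antisense or overlapping partner cannot be told apart, and genes with near-identical copies are uncertain.

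What the unit was had to be read from the values. In every column the lowest deposited log2 value was 2.32, the log2 of 5. Raised to the power of 2, 100% of the values above that floor were whole multiples of 1 step per library, within a tolerance of 0.1 read. The deposited log2 values were therefore reads per gene multiplied by a factor per library, with products under 5 set to 5. The factors were 0.840 for PEN, 1 for PEN-MUT, 0.776 for PEN-WT and 0.923 for PEN-FFW. Dividing by the factor gave back the reads: 37784093 for PEN, 32043544 for PEN-MUT, 40717633 for PEN-WT and 27347377 for PEN-FFW in genes above the floor. A gene at the floor may have had from 0 reads up to the number that stays under 5 after scaling.

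The rules for tests, filters, gene lists and named genes were written before the data were examined. They held one rule for log2 values and another for normalized counts. Because the table is the log2 of normalized counts, the rule for normalized counts was applied to the values after the log was undone, and the rule for log2 values was run as an alternative. Genes with a mean normalized count of at least 50 over the 4 libraries were kept, which left 12578 genes (53.0%). Differences were taken as log2(normalized count + 10) of 1 library minus that of another, a scale that understates the fold of low genes. The standard error printed with a difference covers the counting of reads only, by the Poisson law carried to the log2 scale. Sequenced fragments are not independent molecules and cultures vary, so the full error is larger by an unknown amount.

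With 1 library per peptide no test between conditions was possible, no p-value was computed, and no replicate could be left out. Genes at least 2-fold apart were counted for the 6 pairs of libraries, and for PEN-FFW and PEN-WT against both PEN and PEN-MUT in the same direction. Named genes followed a rule of size. For PEN-FFW these were the 12 highest and 12 lowest genes, ranked by the smaller of the differences from PEN and from PEN-MUT, and for PEN-WT the 6 highest and 6 lowest by the same rule. PEN-MUT against PEN was named by 6 genes each way, and PEN-FFW against PEN-WT by 5 each way. SALL4 and RBBP4 were always named. Small RNA genes and clone names were left out of these ranks, and 1 gene that the rule named for PEN-WT is not reported here. From each of the 34 fixed gene lists, at most 4 members were named, those farthest from PEN in the PEN-FFW library. All these ranks used the values as deposited, in which the median gene of PEN-FFW is lower, so they favour lower members, and a few higher members are named in addition where said.

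For each list with at least 5 tested members, the median difference was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. Such a percentile describes these libraries and is no test of the peptides. The 3 comparisons against PEN share the PEN library, so a likeness among them can come from that library alone.

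The authors' scaling left the median tested gene of PEN-FFW lower by more than 0.1 on the log2 scale, with a difference from PEN of -0.27. Differences are therefore given relative to the median tested gene of the same pair of libraries. Normalized counts are given as deposited, and counts of genes are given both as deposited and after median-ratio scaling. The median gene of PEN-WT differed from PEN by 0.03 and that of PEN-MUT by 0.02.

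Gene positions, transcript GC content and biotypes came from GENCODE 44 lifted to GRCh37, in which 20574 of the table's genes matched by symbol, 1572 by an older symbol and 1564 not at all. This annotation may differ from the one the authors counted with. GC content was known for 12101 tested genes, and results relative to genes of the same GC content leave out the others. Sequence matches to the scaffold that carries ribosomal DNA were made with BLAST+ 2.17.0. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

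The steps were tested on simulated data, scored for PEN-FFW against PEN. How often separate cultures with no true difference would give genes 2-fold apart was not tested. Reads were recovered for 100% of simulated values above the floor. All of 50 genes set 3-fold higher and all of 49 set 3-fold lower came out at least 2-fold apart, 0% of the genes changed 1.5-fold did, and 0 of 12380 unchanged genes did. Of 100 unchanged lists, 7% fell outside the central 95% of random lists, and 100% of lists shifted by 0.3 lay above it. The alternatives tried were other pseudocounts, scalings, low-value filters and fold thresholds, the mean in place of the list median and 10 bins in place of 20. Differences relative to genes of the same GC content, alone or with transcript length and mean count removed too, were added after the data were seen. The rule for log2 values was written beforehand, and its use as an alternative was decided once the unit was read from the values.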

Results

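SNU398, a hepatocellular carcinoma line that expresses the zinc finger transcription factor SALL4, was exposed for 8 hours to 30 µM of each of 4 related peptides, and RNA was sequenced from 1 library per peptide. From what is known of the study, PEN is the cell-penetrating carrier sequence penetratin. PEN-WT joins it to the part of SALL4 that binds RBBP4, a subunit of the NuRD chromatin complex, PEN-MUT carries a mutated form used as a control, and PEN-FFW carries an engineered variant. The question was which transcripts differ between cells given the SALL4-derived peptides and cells given the control peptides. Library depth in genes above the floor was 37784093 reads for PEN, 32043544 for PEN-MUT, 40717633 for PEN-WT and 27347377 for PEN-FFW. The 10 largest genes took between 5.37% and 5.72% of reads in each library. No difference below has a replicate check. Each is on the log2 scale relative to the median tested gene, and ± is the counting standard error of the 2 libraries compared.

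At a 2-fold threshold the PEN-FFW library differed from PEN and PEN-MUT in more genes than PEN-WT did, most of them higher in PEN-FFW. At 1.5-fold most were lower as deposited (408 higher and 764 lower against PEN, 414 and 553 against PEN-MUT). As deposited the median gene of PEN-FFW was itself at -0.27 from PEN and -0.30 from PEN-MUT. That offset favours lower genes at 1.5-fold, and no count at 1.5-fold after median-ratio scaling is given here. ANKRD30BL, an ankyrin repeat gene on chromosome 2 (132905164 to 133015542, minus strand, GRCh37), had 33678 normalized counts in PEN-FFW, 4822 in PEN and 6088 in PEN-MUT, a difference from PEN of 3.07 ± 0.02. Interferon regulatory factor IRF7 had 338 normalized counts in PEN-FFW against 86.5 in PEN (2.12 ± 0.15), and its neighbour CDHR5, a cadherin of the intestinal brush border, 492 against 92.4 (2.56 ± 0.14). Both lie on the minus strand of chromosome 11, IRF7 from 612553 to 615983 and CDHR5 from 616577 to 626078. ATN1, a transcriptional corepressor mutated in a polyglutamine disease, had 1047 normalized counts against 322 (1.94 ± 0.08).

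Less abundant genes made up the rest of the 12 highest. FLRT1, a cell adhesion gene, was higher by 2.35 ± 0.20 in PEN-FFW than in PEN, and DOK7, an adaptor needed at the neuromuscular junction, by 2.35 ± 0.23. The NADPH oxidase gene DUOX1 differed by 1.88 ± 0.20, the ATP-gated channel gene P2RX2 by 1.98 ± 0.20 and the lipid droplet gene PLIN4 by 1.84 ± 0.15. The intron transcript ANP32A-IT1 (2.66 ± 0.23), the antisense gene UCKL1-AS1 (1.96 ± 0.15) and SSPO (2.13 ± 0.22), which the annotation gives as a pseudogene, completed the list. None of these 12 genes differed by more than 0.5 between PEN-MUT and PEN.

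Of the 12 lowest genes, DUSP6 was the most abundant. It codes for a phosphatase that switches off the MAP kinase ERK and had 3005 normalized counts in PEN-FFW, 13038 in PEN and 5774 in PEN-MUT, a difference of -1.84 ± 0.03 from PEN and -0.64 ± 0.03 from PEN-MUT. DUSP4, a related phosphatase, stood at -1.04 ± 0.16 from PEN and -0.62 ± 0.17 from PEN-MUT. The AP-1 gene FOS stood at -1.23 ± 0.06 from PEN and -0.53 ± 0.06 from PEN-MUT. In PEN-MUT both were already below PEN (-0.41 ± 0.13 for DUSP4 and -0.70 ± 0.05 for FOS). TDO2, the liver enzyme that degrades tryptophan, had 916 normalized counts against 1846 in PEN (-0.73 ± 0.05). SERPINE2, a protease inhibitor, was lower by a similar amount (-0.82 ± 0.17), as were the interferon-induced IFIT5 (-0.63 ± 0.13) and the phospholipase C-like PLCL2 (-0.91 ± 0.24). The other five were LINC00623, PSMA8, GABRG1, SAMSN1 and LINC00460, between -0.67 and -0.53.

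**Figure D1:**
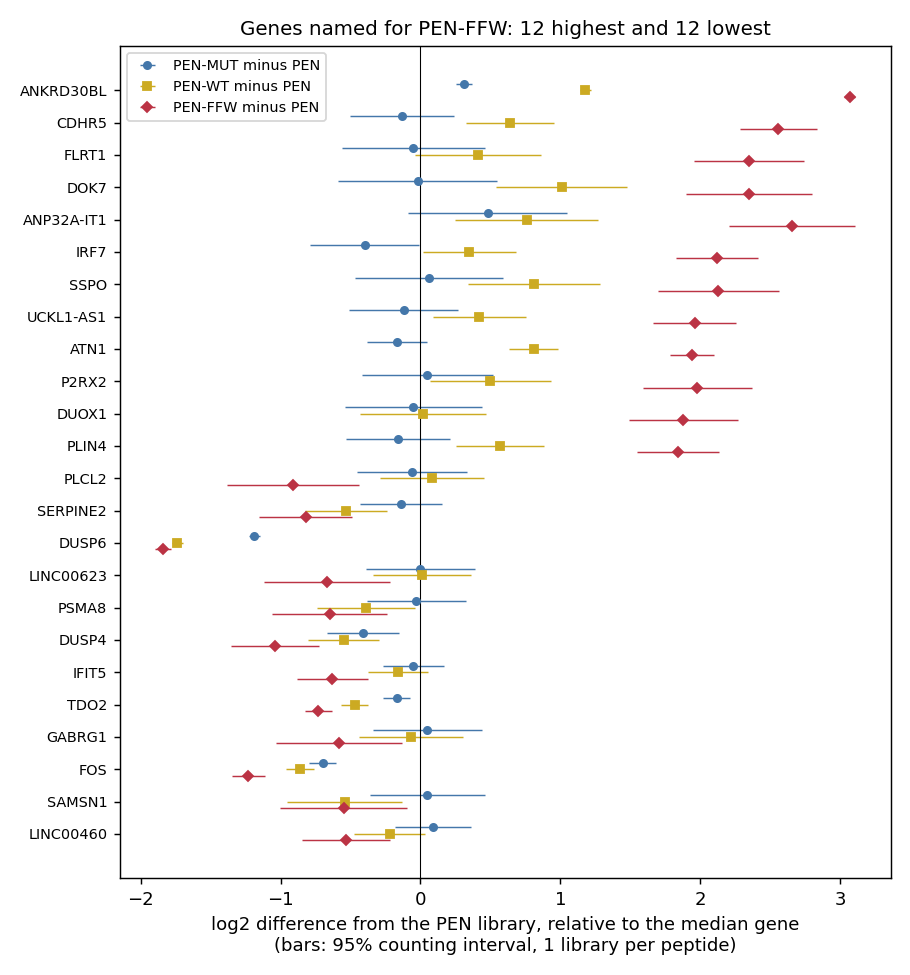
Log2 difference from the PEN library, relative to the median tested gene, for the 24 genes named for PEN-FFW, with PEN-MUT as circles, PEN-WT as squares and PEN-FFW as diamonds; bars are 95% counting intervals from 1 library per peptide. Among the 12 higher genes PEN-FFW lies between 1.84 and 3.07 and PEN-WT between 0.02 and 1.18, while DUSP6 is far below PEN in all of PEN-MUT, PEN-WT and PEN-FFW.

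In all, 88 genes were at least 2-fold higher in PEN-FFW than in both PEN and PEN-MUT as deposited, and 1 gene, PLCL2, was lower. After median-ratio scaling these counts became 209 and 0. Against PEN alone, 97 genes were higher and 21 lower as deposited, or 252 and 5 after scaling. Against PEN-MUT alone the counts were 135 and 2 (PLCL2 and the lyase gene HMGCLL1), or 304 and 1 after scaling. The 88 genes had a median GC content of 60.4% (71 with a value), against 48.3% for all tested genes. Their median normalized count was 99.4, against 1091.

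Differences from PEN followed GC content and abundance across genes in PEN-FFW and PEN-WT. Across 12101 genes, which are not independent replicates, the Spearman correlation with transcript GC content was 0.365 for PEN-FFW, 0.358 for PEN-WT and 0.088 for PEN-MUT. With the mean normalized count it was -0.375 for PEN-FFW, -0.215 for PEN-WT and -0.030 for PEN-MUT, and with transcript length 0.193, 0.045 and -0.152. The median difference of PEN-FFW from PEN went from -0.083 in the bin of lowest GC content (35.7%) to 0.254 in the highest (66.2%).

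**Figure D2:**
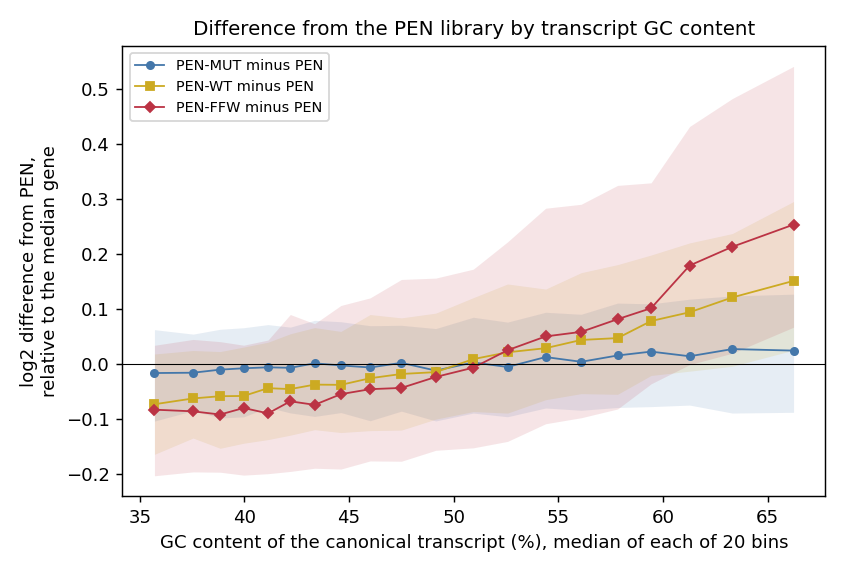
Median log2 difference from the PEN library, relative to the median tested gene, against the GC content (%) of the canonical transcript in 20 bins of genes, with shaded ranges from the lower to the upper quartile of genes. PEN-FFW (diamonds) reaches 0.254 and PEN-WT (squares) 0.151 in the most GC-rich bin, where PEN-MUT (circles) reaches 0.025.

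Among the fixed gene lists, ribosome biogenesis genes driven by MYC lay lowest in PEN-FFW. All 20 members were below the median gene in PEN-FFW against PEN, with a median of -0.40, lower than any of the 10000 matched random lists (percentile 0). NOP16 (-0.60 ± 0.05), RRS1 (-0.55 ± 0.05) and WDR43 (-0.52 ± 0.03), factors of ribosomal subunit assembly, were the lowest with PPAN (-0.51 ± 0.13). The same 20 genes were also below the median gene in PEN-WT (median -0.28) and PEN-MUT (-0.25) against PEN, both at percentile 0. Against PEN-MUT the PEN-FFW median was -0.17, inside the central 95% (percentile 2.64). MYC itself had 6109 normalized counts in PEN, 4363 in PEN-MUT, 3878 in PEN-WT and 3054 in PEN-FFW, a difference of -0.73 ± 0.03 for PEN-FFW against PEN.

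Heat shock genes, which code for protein folding factors, were lower in PEN-FFW and PEN-WT and close to the median gene in PEN-MUT. The medians of the 14 tested members against PEN were -0.26 in PEN-FFW (percentile 0.08), -0.22 in PEN-WT (percentile 0) and -0.02 in PEN-MUT (percentile 26.5). HSPA8, the constitutive HSP70, had 136370 normalized counts in PEN, 132070 in PEN-MUT, 105360 in PEN-WT and 80502 in PEN-FFW. Its differences from PEN were -0.49 ± 0.01 in PEN-FFW and -0.40 ± 0.01 in PEN-WT, and HSP90AA1 stood at -0.33 and -0.31. Antioxidant genes under NRF2 control were low in PEN-FFW, with 13 of 14 below the median gene and a median of -0.27 (percentile 0.03), whereas the medians of PEN-WT and PEN-MUT were both -0.02. SLC7A11, the cystine transporter, was at -0.36 ± 0.01 in PEN-FFW, TXNRD1 at -0.33 ± 0.02 and SRXN1 at -0.34 ± 0.03, while the transporter gene ABCC2, named after its values were seen, was at 0.58 ± 0.20.

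The list of RNA quality markers and nuclear RNAs was higher in PEN-FFW, as were the 88 genes above. Its 9 tested members had a median of 0.12 against PEN (percentile 98.6) and 0.30 against PEN-MUT (percentile 99.98), with 3 members at least 0.5 above the median gene in each. KCNQ1OT1, an antisense RNA of an imprinted locus, had 4047 normalized counts in PEN-FFW against 1538 in PEN (1.66 ± 0.04), and NEAT1, the scaffold RNA of paraspeckles, 1939 against 1098 (1.08 ± 0.05). MALAT1, named after its value was seen, had 60477 against 47717 (0.61 ± 0.01). Of the host genes of small nucleolar RNAs in the same list, SNHG1 (-0.23 ± 0.03) and GAS5 (-0.21 ± 0.03) went the other way. Named after their values were seen, SNHG5 did so too (-0.13 ± 0.07), but SNHG12 did not (0.12 ± 0.06). Medians of the list were -0.05 in PEN-WT (percentile 33.1) and -0.11 in PEN-MUT (percentile 0.87). Lysine demethylases had medians of 0.07 in PEN-FFW (percentile 96.8), 0.08 in PEN-WT (percentile 98.7) and -0.0046 in PEN-MUT (percentile 47.0). Among them KDM6B, which removes methyl groups from histone H3, had 633 normalized counts in PEN-FFW against 273 in PEN (1.46 ± 0.09). JHDM1D went the other way in PEN-FFW, PEN-WT and PEN-MUT (-0.45, -0.52 and -0.66), as did KDM1B (-0.23) and KDM1A (-0.18) in PEN-FFW.

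**Figure D3:**
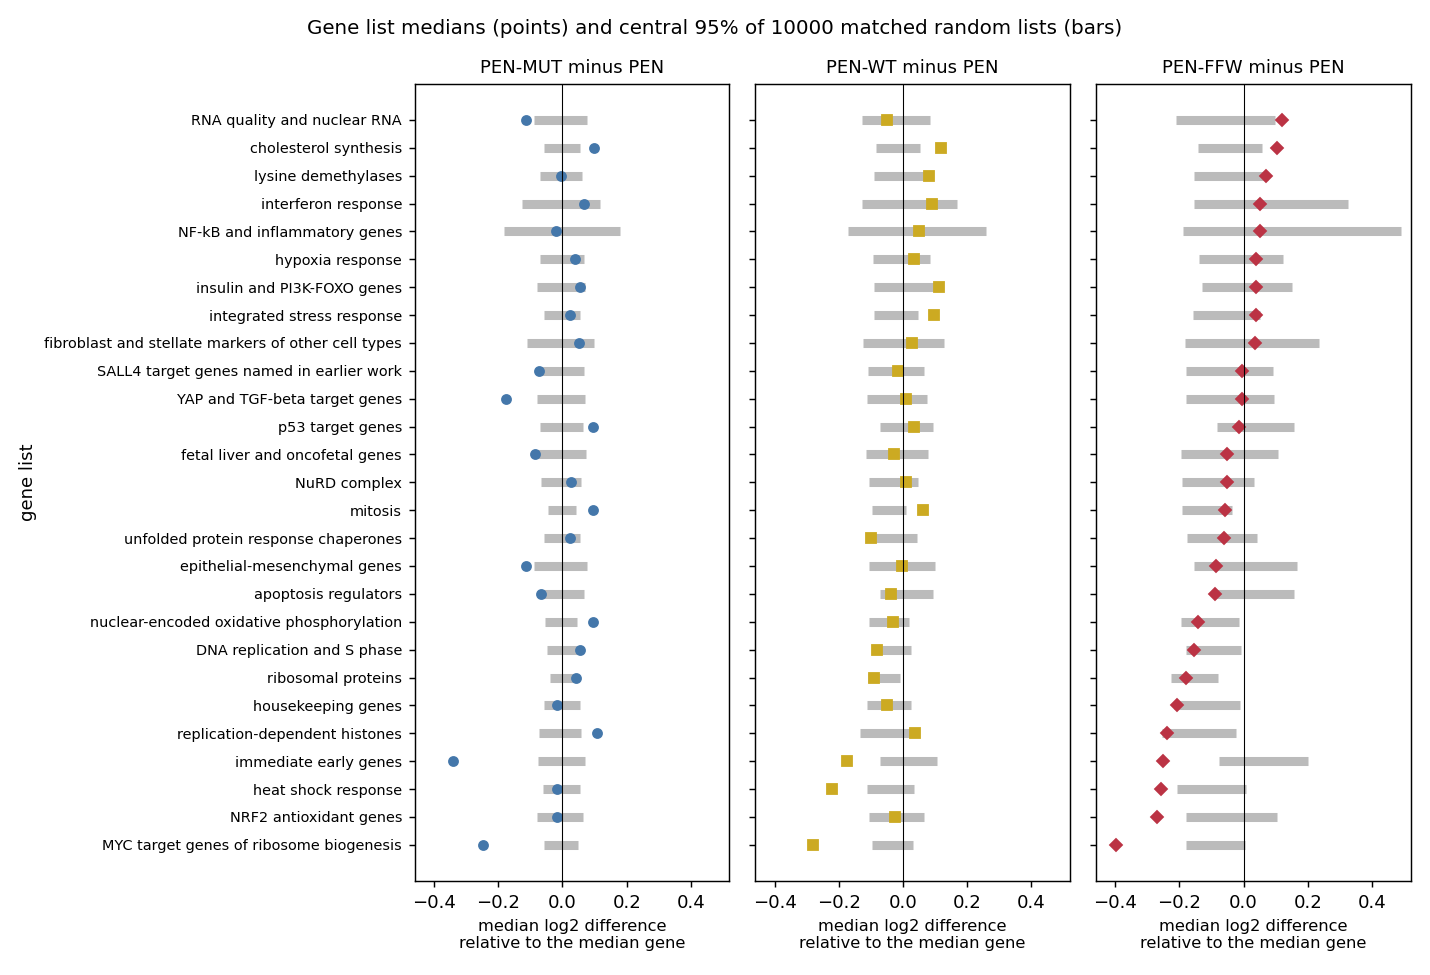
Median log2 difference from PEN, relative to the median tested gene, of each fixed gene list with at least 5 tested members (points), with the central 95% of 10000 random lists matched on mean expression (bars), for PEN-MUT, PEN-WT and PEN-FFW. Ribosome biogenesis genes and immediate early genes lie below the bar in all 3 panels, and heat shock genes in PEN-WT and PEN-FFW.

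PEN-WT differed from the controls in few genes. JUN, the AP-1 partner of FOS, had 679 normalized counts in PEN-WT, 348 in PEN and 381 in PEN-MUT (0.91 ± 0.08 against PEN). ZNF385A, a zinc finger gene, had 117 against 64.7 in PEN (0.74 ± 0.18). DOK7 (1.01 ± 0.24), ANKRD30BL (1.18 ± 0.02) and ATN1 (0.81 ± 0.09) were also among the 6 highest. DUSP6 was the lowest (-1.74 ± 0.02 against PEN, -0.54 ± 0.03 against PEN-MUT), followed by smaller differences for the lipid transporter gene MFSD2A (-0.67 ± 0.14), the pseudogene SDHAP3 (-0.57 ± 0.19), SAMSN1 (-0.54 ± 0.21), the imprinted PHLDA2 (-0.52 ± 0.19) and C14orf28 (-0.51 ± 0.20).

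As deposited, 4 genes were at least 2-fold higher in PEN-WT than in both PEN and PEN-MUT, and 0 were lower. They were DOK7 and, outside the naming rule and named after their values were seen, LOC284801, MIR3648 and MIR3687. Relative to genes of the same GC content, a setting added after the data were seen that leaves out those 3 for want of a GC value, DOK7 went from 1.01 to 0.86 with a counting error of 0.24, just past the threshold before and under it after, and the count was 0. Against PEN alone that setting gave 2 higher and 4 lower, where the same genes gave 5 and 2 as deposited. Among all tested genes 8 were higher and 2 lower than in PEN as deposited (6 and 2 after median-ratio scaling), and against PEN-MUT alone 5 and 0. For the integrated stress response, which acts on amino acid supply, the PEN-WT median was 0.10 (percentile 99.9), against 0.04 in PEN-FFW (percentile 95.9) and 0.02 in PEN-MUT (percentile 77.8). Chaperones of the unfolded protein response were at -0.10 in PEN-WT (percentile 1.76), with HSPA5 at -0.33 ± 0.02, and at -0.06 in PEN-FFW and 0.02 in PEN-MUT. Insulin and FOXO genes had a median of 0.11 in PEN-WT (percentile 98.8), 0.04 in PEN-FFW and 0.06 in PEN-MUT, and the repressor gene BCL6 was at 0.79 in PEN-WT, 0.79 in PEN-FFW and 0.60 in PEN-MUT.

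Between the 2 control peptides, the fixed list farthest from 0 was that of immediate early genes, which respond first to growth factors. EGR1 had 3726 normalized counts in PEN and 1153 in PEN-MUT (-1.70 ± 0.05), and DUSP6 stood at -1.19 ± 0.02. These were the only 2 genes at least 2-fold apart, and 0 were higher in PEN-MUT by that much. The nuclear receptor gene NR4A2 (-0.94 ± 0.13), GPR3 (-0.87 ± 0.18), the phosphatase gene DUSP5 (-0.82 ± 0.16) and ZBTB32 (-0.82 ± 0.21) followed. Higher in PEN-MUT were the WNT inhibitor DKK3 (0.96 ± 0.22), HMGCLL1 (0.94 ± 0.22), the pro-apoptotic BMF (0.85 ± 0.21), IFIT1 (0.82 ± 0.19), FAM167A (0.79 ± 0.19) and STON1 (0.70 ± 0.19). Of 22 tested immediate early genes, 19 were below the median gene in PEN-MUT against PEN, 15 in PEN-WT and 16 in PEN-FFW, with medians of -0.34, -0.17 and -0.25, each at percentile 0. KLF10, which responds to TGF-beta, had 4618 normalized counts in PEN, 2870 in PEN-MUT, 2724 in PEN-WT and 1910 in PEN-FFW. Between PEN-FFW and PEN-MUT members of this list went both ways (NR4A2 1.14, EGR1 0.42, FOS -0.53), with a median of 0.06 (percentile 57.3).

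Further lists differed slightly between PEN-MUT and PEN. YAP and TGF-beta target genes had medians of -0.18 in PEN-MUT (percentile 0), 0.01 in PEN-WT and -0.01 in PEN-FFW, but ID2 was low in all 3 (-0.42, -0.54 and -0.62), as was CTGF (-0.47, -0.44 and -0.33). Epithelial-mesenchymal genes were at -0.11 in PEN-MUT (percentile 0.70) and fetal liver genes at -0.09 (percentile 1.98), against -0.08 and -0.05 in PEN-FFW. Mitosis genes were at 0.09 in PEN-MUT (percentile 100), 0.06 in PEN-WT (percentile 99.98) and -0.06 in PEN-FFW (percentile 93.6), with CDK1 at 0.04 ± 0.02, -0.06 ± 0.02 and -0.29 ± 0.02. Against PEN-MUT the PEN-FFW median of mitosis genes was -0.18 (percentile 2.17). Relative to genes of the same GC content the PEN-FFW percentile was 98.8 against PEN and 15.3 against PEN-MUT. The proliferation marker MKI67, named after its values were seen, was at -0.09 in PEN-MUT, 0.20 in PEN-WT and 0.74 in PEN-FFW, opposite to the list in PEN-MUT and PEN-FFW. Nuclear genes of oxidative phosphorylation (0.10, percentile 100), replication-dependent histones (0.11, percentile 99.97), p53 targets (0.10, percentile 99.75) and S phase genes (0.06, percentile 99.4) were also slightly higher in PEN-MUT.

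PEN-FFW and PEN-WT were given at the same dose and time. FLRT1 differed by 1.94 (95% counting interval 1.58 to 2.29), CDHR5 by 1.92 (1.70 to 2.15), ANP32A-IT1 by 1.89 ± 0.20, ANKRD30BL by 1.89 (1.86 to 1.92) and FAM196A by 1.87 (1.54 to 2.19). PLCL2 (-0.99, interval -1.44 to -0.53), the stress response gene OSGIN1 (-0.84, -1.24 to -0.44), F8A1, a gene with near-identical copies (-0.79, -1.21 to -0.37), LINC00623 and the homeobox gene HOXB8 (-0.58, -0.94 to -0.21) were lower in PEN-FFW. No difference was detectable at this depth for SAMSN1 (-0.48 to 0.47), ZNF385A (-0.32 to 0.34) or BMF (-0.38 to 0.30), and that for DUSP6 was small (-0.10, -0.16 to -0.04). As deposited 45 genes were at least 2-fold higher in PEN-FFW and 3 lower (PLCL2, OSGIN1 and F8A1), or 101 and 1 after median-ratio scaling. At 1.5-fold 180 were higher and 258 lower as deposited, where the median gene of PEN-FFW was itself at -0.30 from PEN-WT.

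SALL4 had 1665 normalized counts in PEN, 1359 in PEN-MUT, 1291 in PEN-WT and 1168 in PEN-FFW. Relative to the median gene it stood below PEN in PEN-MUT (-0.31 ± 0.05), PEN-WT (-0.40 ± 0.05) and PEN-FFW (-0.24 ± 0.05). RBBP4 was within 0.10 of PEN in every library, with -0.10 ± 0.02 in PEN-FFW. The SALL family of 4 genes had medians of 0.23 in PEN-FFW, 0.18 in PEN-WT and -0.26 in PEN-MUT. SALL2 and SALL3 were higher in PEN-FFW (0.40 ± 0.06 and 0.44 ± 0.09) and in PEN-WT (0.38 ± 0.06 and 0.41 ± 0.08). In PEN-MUT they were at 0.08 ± 0.06 and -0.21 ± 0.10. The 15 genes of the NuRD complex had medians of -0.05 in PEN-FFW (percentile 74.4), 0.01 in PEN-WT and 0.03 in PEN-MUT, all inside the central 95% of random lists. Its scaffold subunit GATAD2B stood at 0.76 ± 0.09 in PEN-FFW, the deacetylase genes HDAC1 and HDAC2 at -0.24 and -0.22 and, named after their values were seen, the helicase genes CHD5 and CHD3 at 0.48 and 0.30. Genes named as SALL4 targets in earlier work had medians of -0.01 in PEN-FFW (percentile 79.6), -0.01 in PEN-WT and -0.07 in PEN-MUT. Among them MYC stood at -0.73 ± 0.03, EPCAM at -0.36 ± 0.07, CCND2 at -0.22 ± 0.01 and CCND1 at -0.21 ± 0.02 in PEN-FFW. MYC was also below PEN in PEN-WT (-0.68 ± 0.03) and PEN-MUT (-0.51 ± 0.03). In PEN-MUT against PEN, CCND2 was at -0.31 ± 0.01, CCND1 at -0.18 ± 0.02 and EPCAM at -0.04 ± 0.06. Against PEN-MUT, PEN-FFW was lower for MYC (-0.22) and EPCAM (-0.31), but not for CCND2 (0.10), and CCND1 was at -0.02. Against PEN, DNMT3B, named after its value was seen, was at 0.26 ± 0.04 in PEN-FFW. In PEN-FFW 6 of the 12 tested members were below the median gene.

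The difference of PEN-FFW from PEN and that of PEN-WT from PEN-MUT, which share no library, were correlated across the 12578 tested genes (Pearson 0.562, Spearman 0.515). With the controls exchanged the values were 0.415 and 0.409. Genes are not independent replicates, so these values describe 4 libraries. Of 27 lists with a percentile, 6 lay outside the central 95% in PEN-FFW against PEN, 10 in PEN-WT and 12 in PEN-MUT. For lists of randomly drawn genes 1.35 would be expected. Relative to genes of the same GC content, a setting added after the data were seen, the counts outside were 10, 9 and 13. The value of 1.35 holds for genes that vary independently. Members of a list can vary together and lists share genes such as SLC7A11, so 1.35 is no fair bound for these counts. In the simulated data 7% of unchanged lists lay outside, not 5%.

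Markers of other cell types were tested where they passed the filter. Of 12 blood cell markers, CD68 and PTPRC passed the filter, with a PEN-FFW median of 0.10, and of 10 endothelial markers ERG and ESAM did (-0.07). Of 10 cholangiocyte markers only ANXA4 did (-0.06 ± 0.10). Of 10 fibroblast and stellate cell markers, 10 were above the floor in PEN and 9 in each of PEN-MUT, PEN-WT and PEN-FFW. The 8 that passed the filter had medians of 0.04 in PEN-FFW (percentile 68.1), 0.03 in PEN-WT and 0.05 in PEN-MUT. The collagen gene COL1A1 was higher in PEN-FFW (1.02 ± 0.14) and the matrix gene LUM lower (-0.26 ± 0.02). Only 4 of 29 hepatocyte genes were tested, among them ALB at 122 normalized counts in PEN, and their PEN-FFW median was -0.03. No gene of the list of mitochondrial genome transcripts was found in the table (0), so mitochondrial RNA is not analysed here.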

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

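The differences relative to genes of the same GC content and the removal of length and mean count trends were chosen after the data were seen. The rule for log2 values was written beforehand. Its use as an alternative, with the rule for normalized counts as the main one, was decided once the unit was read from the values. That choice gave 118 genes for PEN-FFW against PEN in place of 849. No paired analysis was possible because each peptide had 1 library, and leaving out a replicate was not run for the same reason. Counts of genes at least 2-fold apart moved by more than 1.5 times under most settings, while no correlation, list median or named gene difference that had been called turned its sign; the cause was not tested except where said. Adding 50 in place of 10 before the log gave 55 genes for PEN-FFW against PEN, 6 for PEN-WT against PEN, 56 for PEN-FFW against PEN-MUT, 3 for PEN-WT against PEN-MUT, 17 for PEN-FFW against PEN-WT and 37 for PEN-FFW against both controls. Adding 1.0 gave 4 for PEN-MUT against PEN and 11 for PEN-WT against PEN-MUT. Median-ratio scaling gave 257 for PEN-FFW against PEN, 305 against PEN-MUT, 102 against PEN-WT and 209 against both controls, and equal totals gave 301, 334, 109 and 240, because both lift every PEN-FFW value by one factor. Without the low-value filter, which adds genes, the counts were 309, 351, 161 and 233 in that order, 18 for PEN-WT against PEN and 10 against PEN-MUT. A minimum mean of 250, which removes genes, gave 40, 31, 6 and 21, and 6 for PEN-WT against PEN. The log2 values as deposited, with no pseudocount and a mean of at least 1, gave 849 for PEN-FFW against PEN, 903 against PEN-MUT, 576 against PEN-WT and 582 against both. The same reading gave 208 for PEN-WT against PEN, 229 against PEN-MUT and 57 against both, and 201 for PEN-MUT against PEN. A 1.5-fold threshold gave 1172, 967, 438 and 559 for PEN-FFW in the same order, 166, 116 and 41 for PEN-WT, and 68 for PEN-MUT against PEN. At that threshold 764 of the 1172 genes were lower in PEN-FFW as deposited, where its median gene is itself lower. Relative to genes of the same GC content, PEN-FFW against PEN-MUT gave 213, PEN-FFW against PEN-WT 76, PEN-WT against PEN 6 (2 higher and 4 lower, against 8 and 2 as deposited), PEN-WT against PEN-MUT 0 and PEN-WT against both 0. That setting also centres the values and leaves out genes with no GC value, MIR3648, MIR3687 and LOC284801 among them, which remain far apart; among genes with a GC value the counts as deposited were 112, 40, 7, 2 and 1 in that order, and relative to the median gene 271, 83, 5, 2 and 1, so matching on GC content lowered the first 2. The correlation of 0.562 fell to 0.435 without the filter and 0.341 on the log2 values as deposited, and the exchanged one of 0.415 to 0.304 and 0.242; under the other 6 settings both stayed close. Without the trends with GC content, length and mean count they were 0.395 and 0.247. Of 132 list medians, all 132 moved by less than 0.5 times the width of the central 95% of their random lists (0.3 for lists without one) under both scalings and both pseudocounts, and 131 relative to genes of the same GC content. Within that tolerance the median of immediate early genes, PEN-FFW minus PEN, went from -0.25 to -0.16 with 50 added and -0.29 with 1.0. Relative to genes of the same GC content it was -0.38. With the list mean 8 moved and without the filter 5, such as the immediate early genes in PEN-MUT against PEN (-0.34 to -0.42 and -0.44). Of 108 list percentiles 99 stayed on the same side relative to genes of the same GC content and 106 with 10 bins. Differences of all 60 named entries stayed close under both scalings, and 17 moved beyond the counting interval with the larger pseudocount. After the other libraries were thinned to the PEN-FFW total in 100 draws, 90.8% of the 88 higher genes were still at least 2-fold higher (central 95% of draws 85.8% to 95.5%).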

Other observations

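The test of long noncoding genes and that of the spread among the PEN-MUT, PEN-WT and PEN-FFW libraries were chosen after the result was seen, as were the alternative relative to genes of the same GC content, the removal of length and mean count trends, the size of the GC trend at EGR1, DUSP6 and FOS and the looser search for ribosomal DNA matches, also in random genes, and the genes in the next paragraph were picked after their values were seen.

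A few of the 88 genes higher in PEN-FFW were abundant, unlike most of them. SRRM2, a splicing speckle protein, had 14525 normalized counts in PEN-FFW, 7508 in PEN-WT, 5600 in PEN and 4822 in PEN-MUT (1.64 ± 0.02 for PEN-FFW against PEN). POLR2A, the large subunit of RNA polymerase II, had 4950 in PEN-FFW against 2082 in PEN (1.52 ± 0.04), MLL2, a histone methyltransferase, 8994 against 3559 (1.60 ± 0.03) and SRCAP, a chromatin remodeller, 5817 against 2690 (1.38 ± 0.03). Of 3 microRNA loci known to resemble the ribosomal RNA precursor, MIR3648 had 972 normalized counts in PEN, 1855 in PEN-MUT, 8328 in PEN-WT and 11605 in PEN-FFW. In the same order MIR3687 had 368, 588, 2321 and 3910, MIR663A 473, 535, 903 and 3082, and LOC284801 989, 1334, 3967 and 11977. The precursor RNA45S5 itself had 0 reads above the floor in all 4 libraries, and MIR663B had 9 in PEN-FFW and 0 in the others. Ribosomal DNA that ANKRD30BL resembles lies on its scaffold from 106530 to 106975 and again from 150502 to 150947. Reads of ribosomal RNA can therefore map to several places, and whether such reads were counted is not known here. The 0 for RNA45S5 thus argues neither for nor against ribosomal RNA reads. C11orf35 was also higher in PEN-FFW, by 1.34 ± 0.14.

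Cholesterol synthesis genes were slightly higher than PEN in all of PEN-FFW (median 0.10, percentile 99.7), PEN-WT (0.12, percentile 99.98) and PEN-MUT (0.10, percentile 100), with STARD4 at -0.26 ± 0.04 and, named after its value was seen, MVK at 0.53 ± 0.07 in PEN-FFW. Against PEN-MUT, the PEN-FFW medians were -0.31 for replication-dependent histones (percentile 0.01), -0.23 for nuclear genes of oxidative phosphorylation (percentile 0.08), -0.23 for ribosomal proteins (percentile 0.69) and -0.18 for S phase genes (percentile 0.95). Against PEN the same 4 lists lay inside the central 95% (percentiles 4.59, 27.1, 30.5 and 10.0), and PEN-MUT itself was higher than PEN in all 4 (0.11, 0.10, 0.04 and 0.06). Relative to genes of the same GC content, the histones fell outside it against PEN (percentile 0.515). The other lists stayed inside (12.5, 8.45 and 9.39 in the same order). In PEN-FFW against PEN-MUT, RPL5 stood at -0.25 ± 0.01 and COX7C at -0.41 ± 0.03. Against PEN, apoptosis regulators had a PEN-FFW median of -0.09 (percentile 2.73), with MCL1 at -0.43 ± 0.02 and BMF at 1.01 ± 0.21, and housekeeping genes -0.21 (percentile 4.29). Interferon genes (0.05, percentile 52.1), NF-kB genes (0.05, percentile 41.5) and hypoxia genes (0.04, percentile 81.6) were inside the central 95% of random lists, and p53 targets at -0.02 (percentile 25.7), with CDKN1A at -0.73 ± 0.15. The 3 tested metallothioneins had medians of 0.08 in PEN-FFW, 0.26 in PEN-WT and 0.19 in PEN-MUT.

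For the 88 genes higher in PEN-FFW, GC-rich and low in abundance, removing the GC trend could not decide on GC content as a cause. The genes were picked as at least 2-fold higher and the trend was small, so they had to stay high. Relative to genes of the same GC content their median difference from PEN was 1.45 (bootstrap 95% range 1.34 to 1.55), and 1.52 before. The median gene of the most GC-rich bin stood at 0.254, which argues against the typical GC trend as the whole cause. A stronger GC effect in these genes stays open. Background reads are argued against as the whole cause too, since olfactory and other silent gene families held 2.18% of the extra reads per kb, or 8.04% with floored genes set to 5 (3.58 per kb), and the range of 6.37% to 10.2% passes the 10% set beforehand but stays below the 50% needed; a smaller part stays open, since these families were themselves higher in PEN-FFW, at 0.969 normalized counts per kb against 0.409 in PEN, 0.389 in PEN-MUT and 0.422 in PEN-WT, with 41 genes above the floor against 22 to 26. Ribosomal RNA reads are argued against for the 70 genes searched besides ANKRD30BL (17 were not), as 0% (0% to 5.13%) matched ribosomal DNA over 100 bases at 95% identity, against a bound of 10% set beforehand. The 17 included MIR3648 and MIR3687, which resemble the ribosomal RNA precursor, so for those 17 genes this stays open. Unspliced or read-through RNA stays open: 49.3% of 71 genes overlapped or lay within 5 kb of a gene at least 10 times more abundant, against 31.0% in random sets matched on count and GC content (21.1% to 42.3%), just short of the 50% set beforehand, and long noncoding genes as a class stood at 0.038 (-0.0097 to 0.083). The test of lower depth in PEN-FFW could not decide for these 88 genes. With the other libraries thinned to the PEN-FFW total, 90.8% of the genes stayed 2-fold higher (85.8% to 95.5%). That range reaches below the bound of 90%. Thinning adds counting error to the other libraries and leaves the PEN-FFW reads as they were. Genes picked at 2-fold would mostly stay so whatever the cause, and depth as a cause stays open. Genes picked at a threshold lose some in any case.

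For ANKRD30BL, ribosomal RNA reads may contribute, since its transcript matched the ribosomal DNA scaffold at 86.6% identity over 448 bases, below the 95% set beforehand, so this stays open. As high a score was reached by 1 of the 70 other genes and by 10 of 700 random genes of the same transcript length. A response to PEN-FFW was not separable from the single library.

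PEN-FFW minus PEN and PEN-WT minus PEN-MUT share no library, yet were correlated across genes. With the GC trend removed the correlation was 0.497, which argues against that trend as the whole cause, and with trends of length and mean count removed too it was 0.395. With the controls exchanged it went from 0.415 to 0.340 and then 0.247, below the 0.3 named beforehand for the GC trend, so how far the 3 trends together account for it stays open. Among the 6289 genes with the highest mean counts the first pairing gave 0.638, which argues against a few poorly counted genes. A shared response to the SALL4-derived peptides may be behind it and stays untested, as does any handling step that PEN-WT and PEN-FFW had in common.

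EGR1, DUSP6 and FOS were lower in PEN-MUT, PEN-WT and PEN-FFW than in PEN. The GC test named beforehand could not decide, since PEN-MUT showed almost no GC trend to remove. The size of the trend argues against GC content: in PEN-FFW, where its share was largest, genes of the same GC content differed from PEN by 2.48% (1.55% to 4.18%) of the difference of these genes. The range among the other 3 libraries was 0.543 of the smallest gap to PEN, so a property of the single PEN culture or library and an effect of the carrier alone cannot be told apart with 1 library each.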
